# Cross platform microarray analysis for robust identification of differentially expressed genes

**DOI:** 10.1186/1471-2105-8-S1-S5

**Published:** 2007-03-08

**Authors:** Roberta Bosotti, Giuseppe Locatelli, Sandra Healy, Emanuela Scacheri, Luca Sartori, Ciro Mercurio, Raffaele Calogero, Antonella Isacchi

## Abstract

**Background:**

Microarrays have been widely used for the analysis of gene expression and several commercial platforms are available. The combined use of multiple platforms can overcome the inherent biases of each approach, and may represent an alternative that is complementary to RT-PCR for identification of the more robust changes in gene expression profiles.

In this paper, we combined statistical and functional analysis for the cross platform validation of two oligonucleotide-based technologies, Affymetrix (AFFX) and Applied Biosystems (ABI), and for the identification of differentially expressed genes.

**Results:**

In this study, we analysed differentially expressed genes after treatment of an ovarian carcinoma cell line with a cell cycle inhibitor. Treated versus control RNA was analysed for expression of 16425 genes represented on both platforms.

We assessed reproducibility between replicates for each platform using CAT plots, and we found it high for both, with better scores for AFFX. We then applied integrative correlation analysis to assess reproducibility of gene expression patterns across studies, bypassing the need for normalizing expression measurements across platforms. We identified 930 genes as differentially expressed on AFFX and 908 on ABI, with ~80% common to both platforms. Despite the different absolute values, the range of intensities of the differentially expressed genes detected by each platform was similar. ABI showed a slightly higher dynamic range in FC values, which might be associated with its detection system. 62/66 genes identified as differentially expressed by Microarray were confirmed by RT-PCR.

**Conclusion:**

In this study we present a cross-platform validation of two oligonucleotide-based technologies, AFFX and ABI. We found good reproducibility between replicates, and showed that both platforms can be used to select differentially expressed genes with substantial agreement. Pathway analysis of the affected functions identified themes well in agreement with those expected for a cell cycle inhibitor, suggesting that this procedure is appropriate to facilitate the identification of biologically relevant signatures associated with compound treatment. The high rate of confirmation found for both common and platform-specific genes suggests that the combination of platforms may overcome biases related to probe design and technical features, thereby accelerating the identification of trustworthy differentially expressed genes.

## Background

Potential applications of genomics in Oncology cover the whole spectrum of pathology, diagnosis and treatment. Microarrays, usually in combination with Quantitative Real Time PCR (RT-PCR), are emerging as the method of choice for genome-scale gene expression analysis and several commercial platforms are currently available.

In the past few years a tremendous effort has been made, in the academic, pharmaceutical and clinical community, to better understand oncogenic processes, to develop innovative drugs targeted to the molecular lesions underlying specific cancer subtypes, and to identify the patient population that can best benefit from the new therapies [1-4]. This effort requires the integrated use of data across multiple laboratories, to link cancer biology to the mechanism of action of the new drugs, and finally to translate the preclinical findings into the proof of concept of target modulation in patients.

During the preclinical phase of drug development, lead profiling with microarrays can help to identify the intracellular pathways that are perturbed by each chemical compound, contributing to a better understanding of its mechanism of action and possible side effects, and potentially leading to the identification of a gene signature correlated with efficacy or safety [5-8]. For this purpose, the lead compounds are typically analyzed in dose response and time course experiments for their ability to modulate gene expression in tumor cell lines tested in vitro and in vivo. The comparison of these data with results on gene expression profiling of different tumors can also contribute to the identification of the tumor types that can respond better to the drug.

Despite the rapid progress in the field, many important aspects, including the reproducibility, reliability and standardization of microarray analysis and results will have to be addressed before the routine application of microarray data in the clinic.

While the multiplicity of microarray platforms offers an opportunity to expand the use of the methodology and make it more easily available to different laboratories, the comparison and integration of data sets obtained with different microarray platforms is still challenging [9-21]. Sources of diversity arise from the technology features intrinsic to chip manufacturing, from the protocols used for sample processing and hybridization, from detection systems, as well as from approaches applied to data analysis. On one hand, the combined use of multiple platforms can overcome the inherent biases of each approach, and may represent an alternative that is complementary to RT-PCR for identification of the more robust changes in the gene expression profiles. On the other hand, the comparison of data generated using different platforms may represent a significant challenge, particularly when considering very different systems (one vs. two channel approach, cDNA vs. oligo-based chip).

In this paper, we combined statistical and functional data analysis for the cross platform validation of two oligonucleotide-based technologies, Affymetrix GeneChip^® ^(AFFX) [22] and Applied Biosystems Human Genome Survey Microarrays^® ^v. 1.0 (ABI) [23], and validated the results with RT-PCR.

AFFX is a well known technology characterized by in situ synthesized 25 mer oligonucleotides, that uses fluoresence as the detection system. ABI is a recently introduced technology based on nylon-spotted 60 mer oligonucleotides, that uses one oligo to detect each gene for most genes, chemiluminescence to measure gene expression levels and fluorescence to grid, normalize and identify microarray features. The ABI gene list combines information from public and Celera databases.

The choice for these two platforms was based on the idea of comparing a widespread microarray technology with a more recent long oligonucleotide-based platform that also uses a single colour channel, but with a different detection system.

In order to test the platform performance under conditions close to our most common experimental settings, we analyzed the effects of drug treatment with a cell cycle inhibitor compound that had been previously characterized for mechanism of action and activity in tumor cells. While both microarray platforms performed well individually, we developed a robust cross-platform analysis pipeline and showed that it can be applied to accelerate the identification of trustworthy differentially expressed genes.

## Results

In this study, we analysed differentially expressed genes after a 6 hour treatment of the ovarian cancer cell line A2780 with a cell cycle inhibitor. The activity of the compound was confirmed by FACS analysis where an accumulation of cells in G1 phase of cell cycle was observed, associated with a reduction in DNA duplication as measured by a decrease in BrdU incorporation (Figure 1). Total RNA from treated and control samples was processed according to the manufacturers' recommended protocols, divided in three technical replicates for each platform and hybridised to AFFX HGU133plus2 or ABI Human Genome Survey Microarray v.1.0.

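A2780 is an established human ovarian carcinoma cell line. Signals were analysed from 12 arrays, 6 on AFFX and 6 on ABI, with 3 arrays of control cells and 3 arrays of cells exposed to 3 µM of the cell cycle inhibitor for 6 hours on each platform. The compound is not named, so nothing is added here on its targets. All arrays of a condition carry aliquots of 1 RNA pool. Every p-value therefore measures technical spread and compares the 2 pools, and the number of arrays limits the precision. AFFX values were used as the authors' log2 signals, made by RMA with quantile normalization. ABI values were the authors' linear signals after global median normalization, on a scale that the text does not name, and they were turned to log2 here. Array medians lay between 5.37 and 5.47 on the log2 scale for AFFX and between 1.06 and 1.19 in linear units for ABI. The 54613 AFFX probe sets other than control probe sets and the 33096 ABI probes covered 19777 and 17192 genes with an Entrez Gene ID, and 16186 genes were measured on both platforms. Where several probes stood for a gene, the probe with the lowest p in the methods' t-test was kept, as the paper describes. Treated arrays were compared with control arrays on each platform by limma, with p-values adjusted over all probes. A gene is given as higher or lower when its adjusted p was under 0.05 and its change at least 1.5-fold.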

All data from this study were uploaded to National Center for Biotechnology Information, Gene Expression Omnibus [24] with the GSE ID GSE6140

### Intraplatform reproducibility

We used the new descriptive CAT (Correspondence At the Top) plots originally proposed by Irizzarry [9] to evaluate the array-to-array precision within each microarray platform for the three replicates. This method addresses the issue of array-to-array comparison within the same platform under "normal" conditions, in which we expect only a small subset of genes to be differentially expressed. As described by Irizzarry, genes characterized by log_2_(Fold Change) close to zero are probably not differentially expressed and they may not show a good correlation between platforms or experimental replicates. Therefore it is more important to assess agreement for genes that show significant log_2_(Fold Change) between treatments in order to evaluate the agreement between experimental replicates.

To focus the comparison on the genes that appeared to be more differentially expressed across technical replicates, we compared two technical replicates at a time, and generated lists of genes of increasing size, up to 700, ordered from high to lower log_2_(Fold Change). We then generated a CAT plot to analyze the consistency of the lists (Figure 2).

In the AFFX platform all controls as well as the treated replicates are very homogeneous as shown by the strong overlap between sample specific curves (Figure 2A.1 and 2B.1). 

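Of the genes lower on both platforms, those that changed most on AFFX were DKK1, a secreted inhibitor of Wnt signalling, and ZBED5, a zinc finger protein. The signal of DKK1 (Entrez Gene ID 22943) was 11.20 ± 0.138 (log2, mean and SD, n = 3) in control arrays and 6.46 ± 0.188 (n = 3) in treated arrays, which is 26.8-fold lower. ZBED5 (Entrez Gene ID 58486) went from 9.86 ± 0.122 to 5.51 ± 0.174, which is 20.4-fold lower. The largest rise shared with ABI was that of the RNA-binding protein RBM33 (Entrez Gene ID 155435), from 6.08 ± 0.0826 to 8.25 ± 0.124, with 3 of its 7 AFFX probe sets higher and 2 lower. In each case the change was many times the spread between replicates. Lists of the 300 probe sets with the largest absolute log2(Fold Change) were made from single arrays, each compared with the same array of the other group. Pairs of lists from treated arrays had 0.792 ± 0.0227 (SD over 9 comparisons) of their probe sets in common, and pairs of lists from control arrays 0.872 ± 0.0181. At 700 probe sets the shares were 0.827 and 0.881. When each list had its own reference array, the share at 300 fell to 0.751 ± 0.0229 (18 comparisons). Arrays of 1 group compared among themselves, with no treatment effect, had 0.146 (treated) and 0.167 (control) in common.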

Comparable results were obtained for ABI data on treated samples (Figure 2A.2), while the quality of "correspondence at the top" is less consistent for the control samples (Figure 2B.2), which might reflect a higher degree of baseline data variability. It should be noted that the ABI Human Genome Survey Microarray v. 

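On ABI the fall of DKK1 was larger, from 7.16 ± 0.0869 (log2, mean and SD, n = 3) in control arrays to 1.04 ± 0.221 (n = 3) in treated arrays, or 69.7-fold. ZBED5 was 47.6-fold lower, from 4.95 ± 0.0901 to -0.62 ± 0.281. RBM33 was 4.29-fold higher, from 1.16 ± 0.15 to 3.26 ± 0.0509. The replicate SD had a median of 0.261 in control and 0.298 in treated arrays, against 0.0976 and 0.113 on AFFX. The lists of 300 probes had 0.49 ± 0.0178 (SD over 9 comparisons) in common between treated arrays and 0.729 ± 0.0133 between control arrays. With a separate reference array for each list the share was 0.448 ± 0.0212 (18 comparisons), and with no treatment effect it was 0.163 for treated and 0.2 for control arrays. The paper finds its ABI control lists less consistent than its treated lists, and proposes more variable baseline data as a possible reason. Here the order was the other way, with more agreement between control lists.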

1.0 used in this experiment are not the most updated version available. For completion, we also evaluated R squared values between the various replicates, which were >0.99 for AFFX, and >0.94 for ABI, both in control and treated samples. 

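ACTB and GUSB, reference genes of the RT-PCR, did not pass the test on either platform. The log2(Fold Change) of ACTB was -0.03 (standard error 0.0772) on AFFX and 0.22 (standard error 0.136) on ABI (3 arrays per group). That of GUSB was 0.19 (standard error 0.0801) and 0.24 (standard error 0.137), and the sign of both genes on ABI turned when the arrays were centred on the ribosomal protein genes. R squared over all probes of the log2 signals was 0.993, 0.993 and 0.995 for the 3 pairs of AFFX control arrays. It was 0.988, 0.99 and 0.993 for the pairs of AFFX treated arrays. On ABI it lay between 0.946 and 0.947 for control pairs and between 0.94 and 0.943 for treated pairs. On the linear scale the means were 0.997 for both AFFX groups, 0.985 for ABI control arrays and 0.984 for ABI treated arrays.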

The difference we noticed with CAT plots on ABI controls is less evident by R-square calculation, reflecting the higher sensitivity of CAT plots. These results suggest that both platforms have overall good reproducibility across technical replicates.

### Interplatform reproducibility

In order to assess differences/similarities between the two platforms, only genes common to both platforms were used in the comparison. Transcripts represented on both platforms were identified using Resourcer [25], and Entrez Gene ID was used as common identifier.

AFFX and ABI data were processed independently but the same procedure was applied (Figure 3). Differential expression ratios log_2_(Fold Change) were compared between platforms to define cross platform correlation. When log_2_(Fold Change) relative to all 16425 genes were compared between platforms, the correlation was weak (r = 0.53, where "r" represents the Pearson correlation coefficient).

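Most genes that passed both the test and the fold limit fell. Of the genes measured on both platforms, 2549 were lower and 419 higher on AFFX, and 2473 were lower and 986 higher on ABI. With no fold limit most AFFX calls were rises, with 6546 genes of the platform higher and 4307 lower by limma (1446 and 2721 on ABI). Among all ABI genes 1085 were higher with the limit, and 313 to 584 when any 1 ABI array was left out (313 without control replicate 2). CMTR2, which methylates the cap of mRNAs, was 10.7-fold lower on AFFX (limma, adjusted p = 2.34e-07) and 45.9-fold lower on ABI (adjusted p = 0.00036). RGS1, a regulator of G protein signalling, was 10.4-fold and 41.7-fold lower (limma, adjusted p = 4.28e-09 and 0.00036, 3 arrays per group). In treated ABI arrays the signals of both, -1.86 and -1.79 on the log2 scale, lay under the median of leukocyte markers (-1.52), which these cells should lack, so the size of their ABI folds is uncertain. The median log2(Fold Change) of the shared genes was 0.17 on AFFX and 0.08 on ABI, so that the bulk of genes lay close to 0 on both. Pearson's correlation across the 16186 genes was 0.662 and Spearman's 0.498. Genes are not independent replicates, so no p is given for these correlations. Single pairs of arrays of the same number gave Pearson correlations between 0.545 and 0.566.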

However, when we applied a filtering step [26] in order to remove genes showing little variation across samples (IQR < 0.4), the correlation between microarray platforms improved (r = 0.68), in agreement with results reported in other cross-platform comparison studies that show the importance of filtering data prior to further analysis [12,17].

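The genes left by the filter carried the large changes. TLE4, a co-repressor of the Groucho family, had a log2(Fold Change) of -4.15 (standard error 0.139) on AFFX and -4.60 (standard error 0.391) on ABI (3 arrays per group). DNAAF2, a factor in the assembly of dynein, had -3.85 (standard error 0.164) and -4.56 (standard error 0.357). RPP38, a protein of ribonucleases P and MRP, had -3.05 (standard error 0.0947) and -5.00 (standard error 0.209). An interquartile range of at least 0.4 over the 6 arrays was found for 4701 genes on AFFX and 10676 on ABI, and 3588 genes passed on both. Over these genes the correlation was 0.727, and 3143 of them, or 87.6%, changed with the same sign on the 2 platforms. Single pairs of arrays gave 0.662 to 0.68.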

For the subset of 2408 genes common to both platforms after the filtering procedure, we calculated the Integrative Correlation (IC) coefficient according to Parmigiani [27]. Since AFFX and ABI use different technologies to measure transcript expression, the absolute signal values for each platform tends to be somewhat arbitrary and not suitable for correlation analysis across platforms. Integrative correlation is a systematic statistical approach based on linear correlations that allows assessment of the reproducibility of gene expression patterns across studies, bypassing the need for normalizing expression measurements across platforms. Consistency of gene coexpression patterns would reflect the overall consistency of the data sets. To perform this analysis, each of the possible gene-to-gene correlations was calculated within each platform, and these correlations were then compared across the two platforms.

To identify statistically significant differentially expressed genes we used only 1852 genes characterized by an IC > 0.5 across the two platforms. 

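The IC filter kept genes that moved the same way on the 2 platforms. By sign alone, with no test or fold limit, 2298 of the genes kept fell in treated cells on both platforms and 693 rose on both. There was no gene with opposite signs. TGIF1, a homeobox repressor of TGF-beta signalling, was kept with a log2(Fold Change) of -3.75 (standard error 0.0847) on AFFX and -4.31 (standard error 0.163) on ABI (3 arrays per group). KLHL14 was removed, with -2.01 (standard error 0.157) and 1.27 (standard error 0.284), where the size is uncertain since its ABI control signal (-1.60) lies under the median of leukocyte markers (-1.52). So was the transcription factor SP3, with 1.45 (standard error 0.139) and -1.46 (standard error 0.151), of whose 5 AFFX probe sets 1 was higher and 1 lower. IC was computed here as the correlation, across all other genes, of a gene's correlation profiles over the 6 arrays of each platform. It was above 0.5 for 2991 genes, 83.4% of those left by the IQR filter. Of the 597 genes removed, 445 had opposite signs and 152 the same sign. When genes were paired at random across platforms, 100 times, none had an IC above 0.5 and the median of the highest IC was 0.0338. Such pairing mismatches all genes at once, so it cannot show how often an unchanged gene passes among matched ones. In simulated data, 5.33% of unchanged genes had an IC above the limit.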

Limiting the comparison to these subgroups, the correlation improves further to 0.80.

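Genes that fell on both platforms, by sign alone, made up most of the group kept by IC. The falls of ZNF627, a zinc finger protein, were 11.8-fold on AFFX (limma, adjusted p = 2.45e-08) and 24.6-fold on ABI (adjusted p = 0.00036). LINC00926, a long non-coding RNA, was 3.1-fold higher on AFFX (limma, adjusted p = 1.24e-06) and 1.81-fold higher on ABI (adjusted p = 0.0107, 3 arrays per group). The correlation of log2(Fold Change) over the 2991 genes was 0.841, with 0.777 to 0.797 for single pairs of arrays. Random pairs of the 3588 genes left by the IQR filter had a median correlation of -0.00263, and those of the same sign of change one of 0.447. The paper states that the correlation improves at each step, and uses the genes left at the end to find differentially expressed genes.

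**Figure D1:**
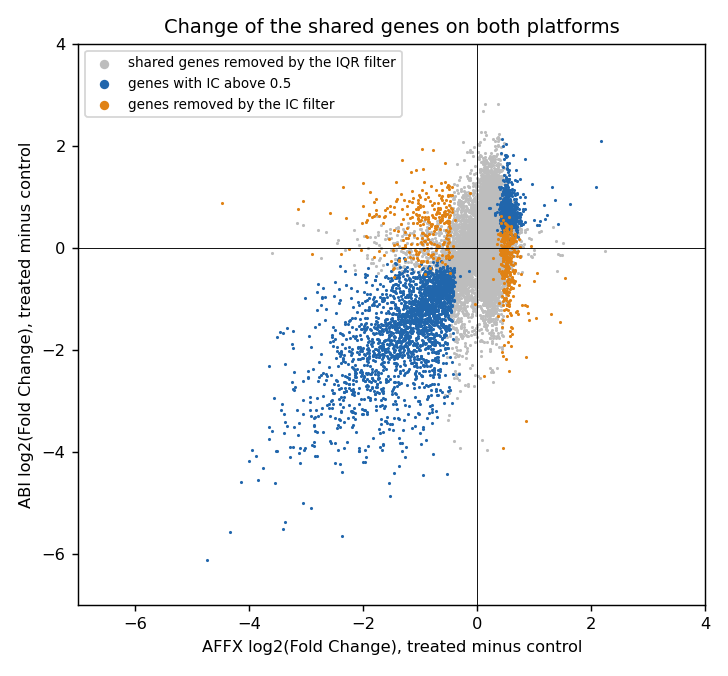
Log2(Fold Change) of each shared gene on AFFX (horizontal) and ABI (vertical), treated minus control; each point is a gene, coloured by the filter that kept or removed it. The 2991 genes with IC above 0.5 lie in the quadrants of equal sign, 2298 of them at the lower left, and DKK1 at -4.74 and -6.12 is the lowest point.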

We then used CAT plots [9] to show that the quality of differential expression similarity between the two platforms increases when only the 1852 genes with IC > 0.5 are used, compared to the 2408 subset (Figure 4). 

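Genes that fell stood at the top of both lists. PNRC2, an adaptor of mRNA decay, was 16.1-fold lower on AFFX and 18.1-fold lower on ABI (log2(Fold Change) standard errors 0.0954 and 0.126, 3 arrays per group). HERPUD1, a protein of the endoplasmic reticulum, was 7.28-fold and 14.9-fold lower (standard errors 0.123 and 0.154). When the 3588 genes left by the IQR filter were ranked by absolute log2(Fold Change) on each platform, the first 400 had 51.5% in common. The first 700 had 59.6% and the first 1000 had 64.6%, where chance gives 11.1%, 19.5% and 27.9%.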

If the list of 2408 genes is used the agreement ranges between 35% to 40% for lists greater than 400 genes. 

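XBP1, a transcription factor of the unfolded protein response, and DDIT4, an inhibitor of mTOR signalling, passed the IC filter. XBP1 was 7.26-fold lower on AFFX and 14-fold lower on ABI (log2(Fold Change) standard errors 0.0986 and 0.162, 3 arrays per group). DDIT4 was 12.6-fold and 11.5-fold lower (standard errors 0.108 and 0.111). With the 2991 genes kept by IC, the platforms shared 54% of their first 400 genes, 62.4% of the first 700 and 68.2% of the first 1000. Chance gives 13.4%, 23.4% and 33.4% for lists of these lengths, more than before the filter because fewer genes remain.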

The use of the subset of 1852 genes derived by the IC filtering improves the agreement to over 60%. Statistical validation performed using "Significant analysis of microarrays" (SAM) [28], allowed the identification of 930 differentially expressed genes for AFFX and 908 for ABI. 

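Nearly all genes selected by SAM with its estimated constant s0 fell. On AFFX 2295 genes were lower and 15 higher, and on ABI all 1801 were lower. MYC, a driver of proliferation with a short-lived mRNA, was 4.93-fold lower on AFFX and 6.99-fold lower on ABI. MCL1, an inhibitor of apoptosis, was 3.32-fold and 11.8-fold lower, with log2(Fold Change) -1.73 (standard error 0.0785) and -3.56 (standard error 0.13) (3 arrays per group). Among the few genes higher on AFFX were DDX6, an RNA helicase of P bodies, with 2.09 (standard error 0.118), and the ribosomal protein gene RPS6 with 1.17 (standard error 0.0871). The probe set with the highest mean gave 0.40 for DDX6 and 0.10 for RPS6, neither of which passed the thresholds. SAM was run unpaired, with all 20 permutations, on the genes with IC above 0.5, and a list was taken at a false number of at most 0.3. The estimated share of unchanged genes was 0.00201 on AFFX and 0.0381 on ABI. Of 10 splits of the 6 ABI arrays, 3, the real one among them, gave at least as many SAM genes, with 1944 as the highest of the others. With the mean in place of the median number of falsely called genes the ABI list held 155 genes, and without the IC filter 979. With an s0 of 0, 674 genes were higher on AFFX and 275 on ABI, by limma among the same genes 687 and 489, and with 1 AFFX array left out 25 to 610 on AFFX (610 without control replicate 1 and 308 without treated replicate 3).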

Interestingly, 726 genes (~80% in both cases) were identified as differentially expressed in both platforms, with 204 unique to AFFX and 182 unique to ABI (Figure 3).

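Regulators of the cell cycle were among the genes that fell on both platforms. The CDK inhibitor CDKN1B (p27) had a log2(Fold Change) of -3.39 (standard error 0.172, adjusted p = 1.09e-07) on AFFX and -3.25 (standard error 0.158, adjusted p = 0.000561) on ABI (limma, 3 arrays per group). CDKN1A (p21) was 1.74-fold and 2.82-fold lower. The cyclins CCNE1 and CCNE2, partners of CDK2 at the start of S phase, were 1.96-fold and 2.06-fold lower on AFFX and 3.1-fold and 2.64-fold lower on ABI, and CCNA2 was 1.73-fold and 2-fold lower. CCND1, CDK1, CDK2 and E2F1 did not pass the thresholds on either platform. The SAM lists had 1800 genes in common, all lower, where independent lists would share 1391. That baseline also counts genes that rose, which SAM seldom selected. SAM on AFFX took 2295 of the 2298 genes kept by IC that fell on both platforms by sign. Nearly any list of falls on ABI would thus be shared, so the overlap cannot measure agreement between the platforms. With an s0 of 0, 272 of 2340 common genes were higher, and by limma among the same genes 486 of 2631. The 1800 genes are 77.9% of the AFFX list and 99.9% of the ABI list. A further 510 genes were on the AFFX list alone, and 1 gene, GPATCH3, on the ABI list alone. With 1 array left out, 296 (without ABI control replicate 3) to 1327 genes (without AFFX control replicate 1) were on the AFFX list alone. With limma, fold limit included, 1698 of the genes measured on both platforms were lower on both and 68 higher on both, against 389.5 and 25.52 for independent calls, and 57 were called in opposite directions. The count higher on both was 17 to 43 with any 1 ABI array left out (17 without control replicate 2), 104 without AFFX control replicate 3 and 212 after quantile normalization. The signals are relative: on AFFX the hybridisation controls, added to every sample, were 0.36 higher on the log2 scale in treated arrays (exact permutation test, 2-sided p = 0.1, the smallest that 3 arrays against 3 allow). The paper states that most of the genes on each list were found by both platforms.

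**Figure D2:**
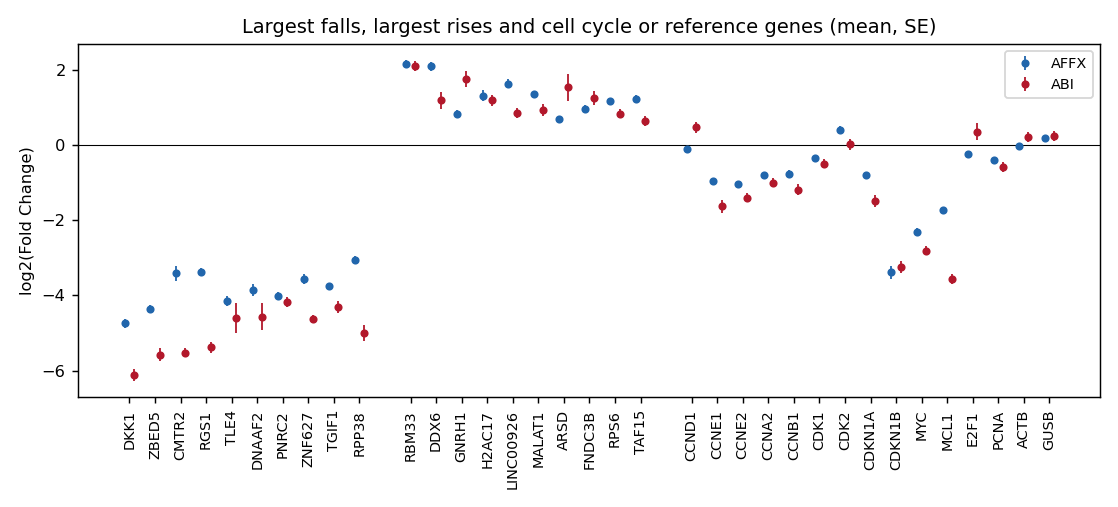
Log2(Fold Change), treated minus control, of the 10 largest falls and rises among genes called on both platforms and of cell cycle and reference genes; points are limma estimates on AFFX (blue) and ABI (red), bars standard errors, 3 arrays per group. CDKN1B lies at -3.39 on AFFX and -3.25 on ABI, and ACTB and GUSB lie within 0.24 of 0 on both platforms; of these 2 genes the sign turns on ABI with arrays centred on the ribosomal protein genes.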

We then analyzed in parallel the spread of log_2_(Fold Change) and log_2_(Average Intensity) values for AFFX and ABI for the common genes, as well as for the unique subsets (Figure 5). Despite the different absolute values, the range of intensities of the differentially expressed genes detected by each platform was similar. 

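The common genes spanned dim and bright signals on both platforms. PIM3, a kinase, had a log2 signal of 8.77 ± 0.0466 (mean and SD, n = 3) in AFFX control arrays, in the upper part of that platform's common genes, and of 0.29 ± 0.327 on ABI, in the lower part. Its log2(Fold Change) was -2.25 (standard error 0.078) on AFFX and -1.65 (standard error 0.388) on ABI. C14orf119 was bright on both, with 9.27 ± 0.112 and 6.18 ± 0.0524 (n = 3), and was 2.32-fold and 2.23-fold lower. From the 5th to the 95th percentile, the average log2 intensity of the 1800 common genes ran from 4.73 to 9.3 on AFFX and from -0.505 to 5.3 on ABI. These ranges are 4.57 and 5.8 log2 units wide. The paper states that the ranges are similar despite the different absolute values.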

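For most common genes the change was larger on ABI. FADD, the adaptor of death receptors, was 34.2-fold lower on ABI and 7.54-fold lower on AFFX, with log2(Fold Change) -5.10 (standard error 0.444) and -2.91 (standard error 0.146) (3 arrays per group). ISL2, a homeobox transcription factor, was 15.6-fold and 3.17-fold lower. POU3F2, a transcription factor, went the other way, with 2.99-fold on ABI and 10.1-fold on AFFX. The absolute log2(Fold Change) was larger on ABI in 1475 of 1800 common genes, or 81.9%. Its median was 1.64 on ABI and 1.20 on AFFX, a ratio of 1.37 ± 0.052 (SD over 3 pairs of arrays). Common genes also had to pass SAM on ABI, and this choice can raise both the share and the ratio. Over the 510 genes selected on AFFX alone, chosen for not passing on ABI, the order was reversed. Their medians were 0.75 on AFFX and 0.66 on ABI.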

ABI showed a slightly higher dynamic range in the FC values, which might be associated with its original detection system. 

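Genes selected by SAM on AFFX alone had smaller changes than the common genes. BRIP1, a helicase of DNA repair, was 2.87-fold lower on AFFX, with log2(Fold Change) -1.52 (standard error 0.101), and had -0.59 (standard error 0.184) on ABI, where it did not pass the test (limma, adjusted p = 0.0766, 3 arrays per group). CXXC4, an inhibitor of Wnt signalling, was 1.64-fold lower on AFFX and 1.56-fold lower on ABI by limma, and was on the AFFX list alone. Over the 510 genes on the AFFX list alone, the median absolute log2(Fold Change) was 0.75 on AFFX and 0.66 on ABI. Their average log2 intensity ran from 4.63 to 9.45 on AFFX and from -1.26 to 5.87 on ABI (5th to 95th percentile). GPATCH3, chosen after its values were seen because it was the only gene on the ABI list alone, had -2.47 (standard error 0.209) on ABI and -0.32 (standard error 0.206) on AFFX.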

Similar results were also obtained for genes detected only by each single platform.

### Validation of measurements for shared and unique expression profiles

RT-PCR is often referred to as the "gold standard" for gene expression measurements [11,19,29], due to its advantages in detection sensitivity, sequence specificity, large dynamic range, as well as its high precision and reproducible quantitation compared to other techniques [30-32]. For these reasons, we used RT-PCR for independent validation of microarray results.

RT-PCR was performed on 66 genes, including a subset of 26 genes out of the 726 common to both platforms, 19 genes detected only by AFFX and 21 genes detected only by ABI. Importantly, genes for validation were randomly chosen to represent the whole range of intensity signals and FC differences. It's worth mentioning that primers were selected without referring to the position of AFFX or ABI probes. Indeed this design allowed us to validate the actual expression of each gene and not simply the signal detected by microarray that usually has probes designed in the 3' UTR region.

All genes detected as differentially expressed by both microarray platforms were also found to be differentially expressed by RT-PCR (pValue < 0.5), although differences in the magnitudes of individual expression ratios were observed (Additional File 1). 

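Regulators of replication and mitosis were among the genes that the paper measured by RT-PCR, and they fell on both platforms. CDC6, which loads the replicative helicase, had a log2(Fold Change) of -1.92 (standard error 0.0865) on AFFX and -1.84 (standard error 0.126) on ABI (3 arrays per group), and the paper's RT-PCR value is -1.84. The kinase PLK1 had -1.13 (standard error 0.0833) and -1.47 (standard error 0.262), and the paper's RT-PCR value is -1.59 (-1.585). E2F6, a repressor of the E2F family, had -2.60 (standard error 0.0951) and -3.14 (standard error 0.332), and the paper's RT-PCR value is -3.18. TAF15, an RNA-binding protein, was higher on both, with 1.23 (standard error 0.0956) and 0.65 (standard error 0.137), beside an RT-PCR value of 0.18 in the paper. Of the 26 genes of this class, 25 had an AFFX probe set and 24 an ABI probe. On AFFX 23 were lower, TAF15 was higher and YBX2 did not pass the thresholds, while on ABI 22 were lower and TAF15 and YBX2 were higher. The paper's RT-PCR fold for YBX2 is 1, and its values on the arrays were 0.30 (standard error 0.083) and 2.00 (standard error 0.32). Across these genes the correlation with the paper's RT-PCR log2 values was 0.575 on AFFX and 0.82 on ABI (Spearman 0.526 and 0.825). These values were in the paper's table and had been seen before the arrays were tested, and genes are not independent replicates.

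**Figure D3:**
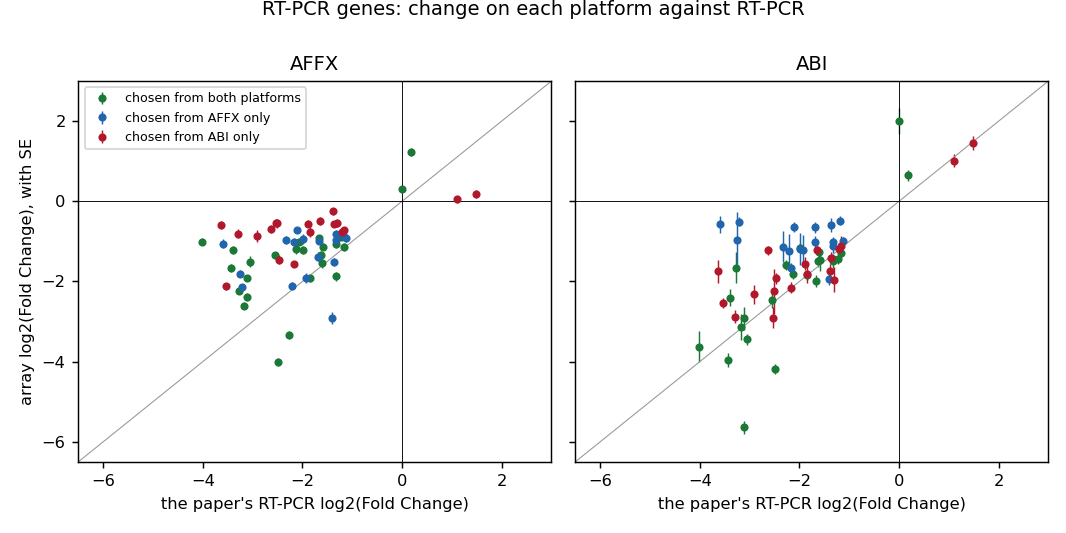
Log2(Fold Change) on AFFX (left) and ABI (right) against the paper's RT-PCR log2 values for the genes of its table; points are genes, coloured by the platforms on which the paper selected them, bars standard errors (3 arrays per group), and the line marks equality. Among genes with RT-PCR values, RT-PCR changes are larger than the arrays' in 53 of 61 genes on AFFX and in 43 of 60 on ABI.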

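The paper's table lists 19 genes taken from the AFFX list alone and 21 from the ABI list alone, and many of them fell on the other platform too. The paper chose among genes with IC above 0.5, a filter that left no opposite signs here, so direction alone tells little. Of the 19 AFFX genes, 10 were lower on ABI by limma. They include E4F1, a regulator of the cell cycle, with -1.67 (standard error 0.124) on ABI and -1.02 (standard error 0.104) on AFFX, and CDCA5, which protects sister chromatid cohesion, with -1.03 (standard error 0.137) and -0.98 (standard error 0.0847) (log2(Fold Change), 3 arrays per group). EIF1AD and MARS2 were among the 9 that did not pass on ABI by limma, with -0.51 (standard error 0.119, adjusted p = 0.037) and -0.58 (standard error 0.204, adjusted p = 0.106). Of the 21 ABI genes, 11 were lower on AFFX, such as MEIS1, a homeobox gene, with -2.13 (standard error 0.0823) on AFFX and -2.53 (standard error 0.125) on ABI. CCNB1, the cyclin of mitotic entry, had -0.77 (standard error 0.105) and -1.19 (standard error 0.14). JAK2 did not reach the fold limit on AFFX, with -0.25 (standard error 0.0884), against -1.74 (standard error 0.163) on ABI. PAX1 and TNP2 were higher on ABI, with 1.44 (standard error 0.174) and 1.01 (standard error 0.153), beside the paper's RT-PCR values of 1.48 (1.475) and 1.10. Over all classes, the sign of the change was that of the paper's RT-PCR for 60 of 61 genes on AFFX and 59 of 60 on ABI, the exception being YBX2, for which the paper's RT-PCR shows no change. The correlation with RT-PCR across all genes was 0.497 on AFFX and 0.706 on ABI (Spearman 0.437 and 0.575), but within the 17 AFFX genes with RT-PCR values it was 0.193 on AFFX and -0.212 on ABI (Spearman 0.392 and -0.00245).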

Interestingly, all genes detected by one platform but not the other were also confirmed to be differentially expressed, the only exceptions being 4 cases in which the RT-PCR results were not technically acceptable (36/40), suggesting that the combined usage of two platforms might allow the detection of a subset of truly differentially expressed genes that would have been lost if only one platform was used. The overall confirmation rate (62/66) is particularly interesting since the genes were chosen to span the whole range of intensity and fold change values of microarray data.

To explain the subsets of specific genes detected by the two platforms, we evaluated: i) GC content of AFFX and ABI probes, ii) gene location of the probes and iii) presence of highly stable secondary structure in the mRNA region involved in the hybridization. However, these characteristics were comparable across the common and unique datasets, suggesting that other parameters such as hybridization kinetics, steric hindrance of probe hybridization, method of detection and others, might be involved [15].

It was recently suggested that the reorganization of AFFX probes into gene specific probe sets may help to generate more accurate information, resulting ultimately in a better interpretation of the data [33]. Dai *et al*. applied a series of probe selection and grouping criteria to generate new GeneChip library files (hereafter called custom CDF) according to different target definitions, such as UniGene, Refseq, ENSEMBL Entrez Gene, etc. In order to verify if the use of Entez Genes (GeneID) custom CDFs could improve the concordance between the two platforms, we extracted the corresponding set of AFFX probes, validated with RT-PCR, from these custom CDF.

Only 18 out of 62 validated genes were mapped with this gene-oriented approach on custom CDF (data not shown), suggesting that Entrez Gene based CDFs, although designed to be more target specific, result in loss of significant differential expression. However, more transcript-oriented custom CDFs, i.e. RefSeq, might overcome this problem.

### Theme enrichment

There is increasing evidence that even if the exact list of differentially expressed genes that are identified using different platforms overlap only partially, the biological themes represented by these genes are the same [34]. Based on this we investigated the level of concordance of biological themes represented in the data across the two platforms using Ingenuity Pathways Analysis (IPA) 3.1 software (Ingenuity^® ^Systems) [35], a commercial database containing manually annotated data for human protein-protein and functional interactions derived from the literature. 

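Among genes of mitosis, DNA replication and the G1/S transition, most calls were falls on both platforms. Of the genes of G2/M and mitosis, 21 of 46 were lower on AFFX and 22 of 45 on ABI (21 and 22 when adjusted over the list alone), among them AURKA, a kinase of the spindle poles, with -2.64 (standard error 0.0809) and -3.08 (standard error 0.124) (log2(Fold Change), 3 arrays per group). PLK4, the kinase that starts centriole duplication, had -2.74 (standard error 0.107) and -2.08 (standard error 0.209), and WEE1, which holds CDK1 inactive, -1.92 (standard error 0.0825) and -2.92 (standard error 0.288). CCNB2 was higher on AFFX, with 0.59 (standard error 0.103). The median log2(Fold Change) was -0.37 on AFFX and -0.52 on ABI (camera, adjusted p = 5.16e-08 and 1.86e-10; adjusted p = 0.39 and 0.25 with an estimated correlation). Of the DNA replication factors, 18 of 45 were lower on AFFX and 18 of 44 on ABI (18 and 19 when adjusted over the list alone), such as the licensing factor CDT1 with -1.54 (standard error 0.0801) and -1.74 (standard error 0.16), while RPA1 and RPA3 were higher on AFFX. Across these genes the median was -0.16 on AFFX and -0.35 on ABI (camera, adjusted p = 0.000234 and 0.000548; adjusted p = 0.608 and 0.483 with an estimated correlation). Of the G1/S and E2F target genes, 13 of 25 were lower on AFFX and 7 of 24 on ABI (13 and 7 when adjusted over the list alone), with CHAF1A, a histone chaperone of S phase, at -1.07 (standard error 0.0792) and -1.57 (standard error 0.121). As a whole the list had a median of -0.67 on AFFX and -0.20 on ABI (camera, adjusted p = 0.000163 and 0.022; adjusted p = 0.39 and 0.483 with an estimated correlation), and with the probe set of highest mean the AFFX median was -0.22. As reported, immediate early genes and others with short-lived mRNAs had the largest share of lower genes of these lists. Of this list, 35 of 54 were lower on AFFX and 28 of 54 on ABI (35 and 30 when adjusted over the list alone). With ABI arrays centred on the ribosomal protein genes 34 of 54 were lower, a smaller share than in the other lists. There 40 of 45 genes of G2/M and mitosis, 29 of 44 DNA replication factors and 17 of 24 G1/S and E2F target genes were lower. ZFP36L2, which promotes mRNA decay, had -2.89 (standard error 0.136) and -3.87 (standard error 0.177), and SNAI2, a repressor of epithelial genes, -2.71 (standard error 0.138) and -3.62 (standard error 0.192). On AFFX EGR1, HES1 and PHLDA1 of this list were higher, and on ABI FOSB and FOSL1 (the genes that went against their lists were chosen after their values were seen). EGR1 and HES1 were lower on ABI (-3.39 and -2.14), and other AFFX probe sets were lower too, at -1.397 and -1.416 for EGR1 and -1.832 for HES1. Over the immediate early list the median was -0.93 on AFFX and -1.07 on ABI (camera, adjusted p = 1.2e-11 and 4.57e-07; adjusted p = 0.277 and 0.0666 with an estimated correlation), with -0.61 on AFFX for the probe set of highest mean. Among the 2991 genes with IC above 0.5, the common SAM genes held 18 of 19 genes of G2/M and mitosis (11.4 expected) and 26 of 29 immediate early genes (17.5 expected), both with an adjusted p of 0.0255 in Fisher's exact test, 1-sided. They held 17 of 20 DNA replication factors (12 expected, adjusted p = 0.196 in the exact test). Of the G1/S and E2F target genes they held 7 of 8 (4.81 expected, adjusted p = 0.589 in that test). The directions of these medians held on both platforms when arrays were centred on their medians, on the ribosomal protein genes or, on AFFX, on the hybridisation controls, which were themselves higher in treated arrays, and after quantile normalization.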

The set of genes in common between AFFX and ABI recapitulates the themes related to cell cycle control, cell proliferation and differentiation and DNA replication (Additional File 2). These themes fit the expected functional effect linked to a cell cycle inhibitor. The same themes were also found for the platform specific genes. In addition, a few functions not represented in the common subset were also identified (Additional File 2), supporting the concept that the integrated use of more than one platform can amplify the ability to detect biologically relevant genes that are affected by treatment.

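Among genes of the transcription machinery, most calls were falls. Of the subunits and factors of RNA polymerases I and III, 17 of 32 were lower on AFFX and 16 of 28 on ABI (17 and 17 when adjusted over the list alone), for example POLR1B, the second largest subunit of polymerase I, with -1.44 (standard error 0.0842) and -1.44 (standard error 0.126) (log2(Fold Change), 3 arrays per group). The median log2(Fold Change) was -0.60 on AFFX and -0.72 on ABI (camera, adjusted p = 1.49e-06 and 4.57e-07; adjusted p = 0.39 and 0.25 with an estimated correlation). Of the subunits, general factors and elongation kinases of RNA polymerase II, 15 of 50 were lower on AFFX and 19 of 50 on ABI (15 and 19 when adjusted over the list alone). CDK7, the kinase of TFIIH, had -2.55 (standard error 0.13) and -3.15 (standard error 0.148), and HEXIM1, an inhibitor of P-TEFb, -2.20 (standard error 0.134) and -2.06 (standard error 0.295). GTF2A2 was higher on AFFX, and TAF10, ELL and CCNK on ABI. Across these genes the median was -0.01 on AFFX and -0.20 on ABI (camera, adjusted p = 0.0442 and 0.0104; adjusted p = 0.642 and 0.483 with an estimated correlation), and on AFFX the median turned to 0.06 after quantile normalization, while with arrays centred on the ribosomal protein genes the list lost the camera call there. At an unadjusted p under 0.05 in limma, 20 of this list were higher and 20 lower on AFFX. Of the DNA repair and checkpoint genes, 20 of 52 were lower on AFFX and 23 of 50 on ABI (20 and 26 when adjusted over the list alone). FANCF, of the Fanconi anaemia core complex, had -2.19 (standard error 0.112) and -2.35 (standard error 0.135), and the exonuclease EXO1 -1.78 (standard error 0.0842) and -2.73 (standard error 0.144). ERCC1, RAD18 and XRCC4 were higher on AFFX, and XRCC6 on ABI (the genes against these lists were chosen after their values were seen). RAD18 was lower on ABI (-1.38) and by 2 other AFFX probe sets (-0.799 and -1.365). As a whole the list had a median of -0.40 on AFFX and -0.65 on ABI (camera, adjusted p = 1.83e-06 and 2.16e-07; adjusted p = 0.39 and 0.25 with an estimated correlation).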

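Calls among genes of ribosomes and mitochondria were rises on ABI, with 3 arrays per group, and went both ways on AFFX. Of the ribosomal protein genes, 39 of 67 were higher on ABI and 3 of 52 on AFFX (40 and 3 when adjusted over the list alone), and RPS16, RPL37A and RPS24, chosen after their values were seen, were lower on AFFX, each by 1 of its probe sets. Other AFFX probe sets had 0.862 (higher) and 0.108 for RPL37A and 0.153 for RPS24, all of them brighter, and both genes were higher on ABI. Over the ribosomal list the median was 0.22 on AFFX and 0.63 on ABI (camera, adjusted p = 0.0039 and 1.74e-17; adjusted p = 0.642 and 0.0637 with an estimated correlation), beside 0.17 and 0.08 for all shared genes. Of the genes of oxidative phosphorylation, 12 of 52 were higher on ABI and 6 of 49 on AFFX, where 1 was lower (12, 6 and 1 when adjusted over the list alone). The median log2(Fold Change) was 0.40 on AFFX and 0.48 on ABI (camera, adjusted p = 5.09e-06 and 3.69e-11; adjusted p = 0.547 and 0.25 with an estimated correlation). Both groups turned to medians between -0.20 and -0.04 on AFFX when arrays were centred on the hybridisation controls, and after quantile normalization 3 ribosomal protein genes were higher on ABI (median 0.04) and 10 on AFFX, and 4 genes of oxidative phosphorylation on ABI (median 0.17). With ABI arrays centred on the ribosomal protein genes, which holds that list near 0 by construction, the median of oxidative phosphorylation was -0.13. Leukocyte markers, which these cells should lack, had a median of 0.25 on AFFX (camera, adjusted p = 0.0385; adjusted p = 0.39 with an estimated correlation), with no gene called by limma and 13 of 20 higher at an unadjusted p under 0.05, so a rise of that size was also seen where no expression is known. That list lost the camera call with arrays centred on the ribosomal protein genes. In the SAM genes found on AFFX alone, none of the lists was over-represented in Fisher's exact test. With the genes of IC above 0.5 as background the lowest adjusted p was 0.515. None had an unadjusted p under 0.05 (lowest 0.0745, ubiquitin ligases and cell cycle proteolysis, 4 of 10). With all genes left by the IQR filter as background, the lowest values in that test were 0.39 adjusted and 0.0585 unadjusted, for the same list. The paper proposes that functions seen in the platform-specific genes add to those of the common genes.

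**Figure D4:**
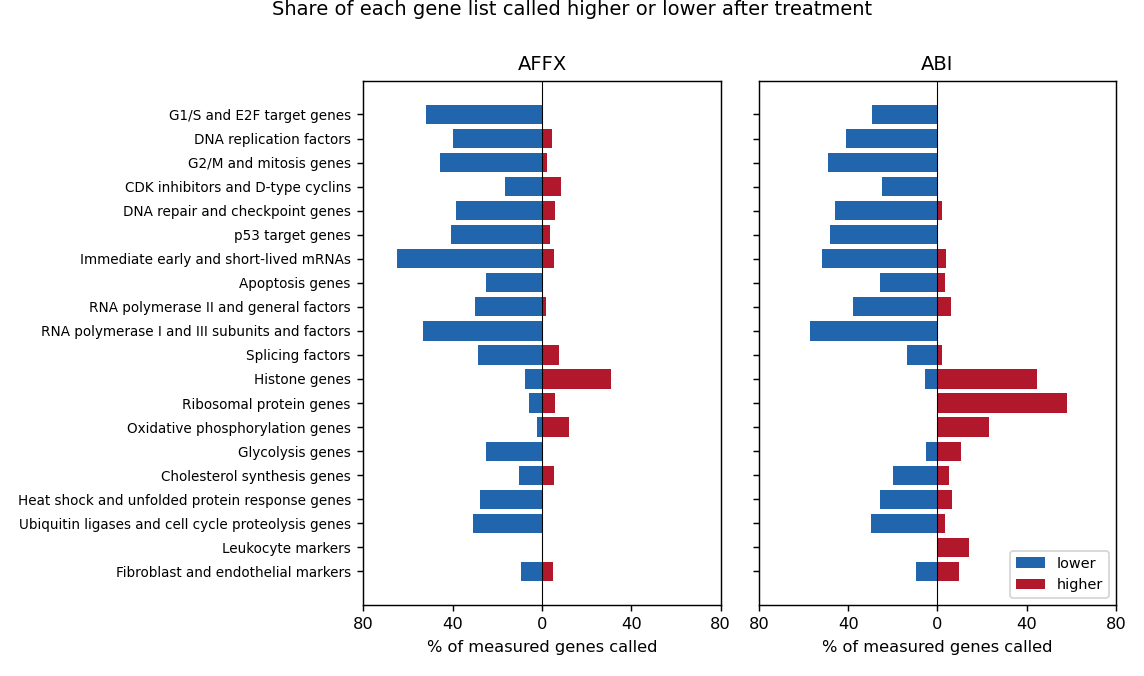
Share of the measured genes of each list that was lower (blue, to the left) or higher (red, to the right) in treated arrays on AFFX and ABI (limma, adjusted p under 0.05 and at least 1.5-fold, 3 arrays per group). The longest bars are those of RNA polymerases I and III and the immediate early genes among the falls, and of the ribosomal protein genes on ABI, 39 of 67, among the rises, against 3 after quantile normalization.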

## Discussion

A series of studies have been reported on evaluating performance across various commercial and homemade microarray platforms, with contradictory results. A number of groups have reported limited concordance of results across expression analysis platforms [13,17,21,36-39]. However, recent publications have reached more positive conclusions about the possibility of comparing data, reinforcing the emerging concept that data treatment and choice of comparison metric plays a fundamental role in this approach [9,10,15,40].

In the past few years, AFFX has been analysed in parallel with many other platforms, as a widespread technology that can be used as a reference standard.

Barnes et al. [15] published a comparison of AFFX with the Illumina, a recently introduced long-oligonucleotide bead-based array, where, despite the fundamental technical differences of the two approaches, they reported a very high agreement of results, particularly once the factors of gene expression level and probe placement on the gene are considered. In particular, they found that expression level plays a major role in determining reproducibility across platforms, and that the precise location of the probe on the genome affects the measurement to a substantial degree. Irizzarry et al. [9] also reported a relatively good agreement between AFFX and two-color systems, and raised the important points that absolute measurements of gene expression cannot be used to assess data across platforms (both studies using absolute measurements had found disagreement [13,36]) and that data pre-processing has significant effects on final results.

In this study, we have analysed the performance of the AFFX and ABI platforms in parallel on the same sample. To put ourselves in conditions close to a "real world" experiment, we analysed technical replicates of a control vs. treated sample, in which we used a cell cycle inhibitor that we had previously characterized in biochemical and cell-based assays. While many comparisons between oligonucleotide arrays have been carried out in the past, as already discussed [12,13,21,41], to our knowledge this study is the first to examine the comparison between AFFX and ABI. Recently, a large-scale real-time validation experiment was published, where results from ABI and Agilent Whole Human Genome Oligo Microarrays^® ^were confirmed in parallel by RT-PCR [19] showing a reasonable coherence between the two types of data for both platforms, with good sensitivity, while the specificity of microarray data tended to be relatively low, in particular for Agilent.

While many authors underline the importance of verifying microarray results using RT-PCR as a reliable independent technology for gene expression measurement, this approach is not always straightforward, since it is expensive and time consuming, usually only allowing the reconfirmation of a very small fraction of the results.

Barnes et al. [15], in their comparison of AFFX and Illumina platform already noticed how, in contrast to studies where few results are checked by RT-PCR, the use of two combined platforms can be considered as a built-in cross validation of a huge fraction of the results of the experiment. Our results strongly suggest that the use of an approach based on two single channel microarray platforms combined with an analytical pipeline as applied here, can achieve this objective. Indeed the confirmation rate we obtained of 62/66 genes is particularly good, taking into account that these genes were selected from the list of differentially expressed with the aim of covering the whole range of log_2_(Fold Change) and Average Intensity values observed in each platform. This approach seems more effective for the identification of truly differentially expressed genes than theoretical approaches, such as the use of a more robust annotation, like custom CDF [33], that in our hands resulted in loss of 44 out of 62 experimentally validated genes.

We have found that the critical point for a trustworthy identification of differentially expressed genes is the availability of methods that measure the correlation/similarity between transcription profiles generated with different platforms. Meta-analysis tools and strategies for combining data from microarray experiments have been proposed [27,42]. Among these, integrative correlation is a tool that, assessing overall reproducibility of gene co-expression patterns across studies, can possibly be used to identify genes with relatively consistent co-regulation patterns. The strength of our pipeline is the use of the integrative correlation coefficient, since this is the filter that removes uncorrelated profiles between the two platforms. This may also explain the high degree of RT-PCR confirmation that we also observed for the unique subset of genes that were identified as differentially expressed by only one of the two platforms.

A complementary way to assess the soundness of our approach is the compatibility of the results with the expected data, based on the previous knowledge of the mechanism of action of the compound. The set of genes in common between AFFX and ABI were analyzed with Ingenuity^® ^Systems [35] to detect theme enrichment and were shown to recapitulate themes that fit well with the expected functional effect linked to a cell cycle inhibitor (including cell cycle, cell death, cell signaling, cellular growth and proliferation and DNA replication). Furthermore, the coherence of biological themes identified even within the platform specific gene list suggests that this cross platform analysis could enhance the biological information that can be gained from microarray data.

Since there is no fundamental difference in the common vs. unique subset of genes as far as the range of their intensity and log_2_(Fold Change) values is concerned, we looked for an alternative explanation for the lack of recognition by one of the two platforms. Although we have investigated GC content, probe position and secondary structure effects of the target, none of them was conclusive. It has to be noted that although the genes in these unique subsets did not pass the statistical analysis, in many cases they were found to be differentially expressed with borderline log_2_(Fold Change) values, reinforcing the overall good comparability of data across the two platforms.

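Most genes of the paper's platform-specific classes moved in the same direction on the other platform. The paper took these genes from those with IC above 0.5, a filter that left no gene with opposite signs here. The shared direction thus follows largely from selection. ERF, a repressor of the ETS family, had a log2(Fold Change) of -2.12 (standard error 0.0935, adjusted p = 4.88e-08) on AFFX and -1.25 (standard error 0.446, adjusted p = 0.107) on ABI (limma, 3 arrays per group). For the phosphatase CTDP1, which acts on RNA polymerase II, the values by limma were -2.90 (standard error 0.26, adjusted p = 0.00191) on ABI and -0.54 (standard error 0.0984, adjusted p = 0.00172) on AFFX, just under the fold limit; its signal in treated ABI arrays (-1.72) lay under the median of leukocyte markers, so the size of the ABI change is uncertain. TOP3A, a topoisomerase, had -1.22 (standard error 0.127) and -0.50 (standard error 0.0944). In the 17 AFFX genes with RT-PCR values the median absolute log2(Fold Change) was 1.01 on ABI and 1.02 on AFFX, and in the 19 ABI genes it was 1.75 on ABI and 0.59 on AFFX. From such changes near the limit, the paper reasons that data from the 2 platforms compare well.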

## Conclusion

In this study we present a cross-platform validation of two oligonucleotide-based technologies, Affymetrix GeneChip^® ^and Applied Biosystems Human Genome Survey Microarrays^® ^v. 1.0. For both platforms, we found good reproducibility between technical replicates, and showed that both platforms can be used to select differentially expressed genes with substantial agreement. 62/66 selected genes were confirmed by RT-PCR as being differentially expressed. Pathway analysis of the affected functions identified themes well in agreement with those expected for a cell cycle inhibitor, suggesting that this procedure is appropriate to facilitate the identification of biologically relevant signatures associated with compound treatment. The high rate of confirmation found for both common and platform-specific genes suggests that the combination of two platforms may overcome biases related to probe design and technical features intrinsic to individual systems, thereby expanding the ability to identify truly differentially expressed genes.

## Methods

### RNA preparation

Human Ovarian cell line A2780 [43,44] was obtained from ECACC (Cat no.93112519) and cells were untreated or exposed to 3 μM of a cell cycle inhibitor for 6 hrs. Three biological replicates were performed for each treatment. Only attached cells were harvested. RNA was purified using a Qiagen RNA purification kit. RNA was quantitated using a spectrophotometer and the quality of the RNA was assessed using a Bioanalyser.

Biological replicates were pooled to obtain a unique sample for each treatment, which was then divided to generate three aliquots for each condition (technical replicates) per platform.

### Affymetrix array experimental procedure

The experiment was performed at IFOM Affymetrix Facility (IFOM-IEO Campus, Milan, Italy).

5 μg of each RNA pool was used for the amplification/labelling reaction. 1^st ^and 2^nd ^strand cDNA synthesis was performed with the Invitrogen kit (11917-020) and the IVT reaction was done with Megascript T7 from Ambion (1334). All steps were done according to manufacturers instructions [22] and cRNA was quantitated on a spectrophotometer. 15 μg of cRNA was fragmented and checked by denaturing gel electrophoresis. Bacterial transcripts at the cRNA level were spiked into each sample prior to hybridisation. 10 μg of fragmented cRNA was hybridised to a Human Genome U133 Plus 2.0 Array (900466).

Three technical replicates of each sample were performed. Hybridisations, washing and staining were performed according to AFFX protocols. Hybridised arrays were scanned with the Genechip Scanner 3000. Probe set intensities were calculated using the RMA algorithm [45] and normalized by the quantiles method [46,47].

### Applied biosystem procedure

The experiment was performed at Genesys Applied Biosystem Facility (Genesys, Munster, Germany).

2 μg of each RNA pool was labeled with Digoxigenin-UTP using the ABI Chemiluminescent RT-IVT Labeling Kit v 1.0 accordingly to manufacturer's protocol [19]. 10 μg of the labeled cRNA was hybridized to ABI Human Genome Survey Microarray v 1.0. Following hybridization and washing steps, chemiluminescent detection and image acquisition was performed using Applied Biosystems 1700 Chemiluminescent Microarrays Analyzer, following manufacturer's protocol. For inter-array normalization, a global median normalization was applied across all microarrays. Normalized expression levels were imported as exprset in Bioconductor [48].

### Cross-mapping between microarrays platforms

Transcripts present on both platforms were identified using Resourcer [25], and Entrez Gene ID was used as a common identifier.

At the time of the analysis 54675 probe sets of AFFX HGU133plus2.0 GeneChip where mapped to 18857 unique GeneID, while 33096 probes of ABI Human Genome Survey Microarray v. 1.0 where linked to 17109 unique GeneID. The two platforms shared a total of 16425 GeneID.

AFFX has high redundancy in Probe sets, ABI also has some redundancy but to a lesser extent. Therefore, when more than one probe set/probe exists for the same Gene ID, we selected as representative for that Gene ID the probe set/probe with the lowest p-value in a t-test analysis. If two or more probes have the same p-value, that with the highest log_2_(Fold Change) was chosen. We applied these criteria both to AFFX and ABI data.

### Data analysis

Microarray data analysis was performed using Bioconductor libraries [48]. AFFX and ABI data sets were filtered to select probe sets with an intra-experiment Inter Quantile Range (IQR) less than 0.4. AFFX and ABI data were processed independently but using the same procedure (Figure 3). Selecting the 2408 common genes, we used integrative correlation analysis (IC) [27] to assess overall reproducibility of gene coexpression patterns across the two platforms and to identify genes with relatively consistent coregulation patterns. Within each study, and for each pair of genes, we calculated the correlation coefficient of expression values across subjects. By examining whether, for a specific gene, these correlations agree across studies we can quantify the reproducibility of results without relying on direct comparison of expression across platforms. The IC provides a reproducibility score for each gene. This analysis is unsupervised in that consistency is measured without using information about sample phenotypes. To identify statistically significant differentially expressed genes we used only 1852 genes characterized by an IC > 0.5 across the two platforms.

Subsequently, SAM [28] implemented in Bioconductor libraries was used to identify probe sets differentially expressed between compound treatment and control. Differentially expressed genes were identified with a two-class unpaired method. A threshold value can be adjusted to maximize the number of significant genes while minimizing the predicted false discovery rate. We conducted a blocked, two-class unpaired test using a threshold allowing a false significant number of about 0.3. This analysis produced 930 differentially expressed genes for AFFX and 908 for ABI. 726 genes (~80%) were identified as differentially expressed in both platforms, with 204 unique to AFFX and 182 unique to ABI (Figure 5).

### Functional analysis

Themes enrichment and pathway analysis was performed using Ingenuity Pathways Analysis (IPA) 3.1 software (Ingenuity^® ^Systems) [35], a commercial database containing manually annotated data for human protein-protein and functional interactions derived from the literature.

### Real-time QPCR

Total RNA was reverse-transcribed using Applied Biosystems Reverse Transcription kit following manufacturers instructions in a 25 μl reaction volume; resulting cDNA was diluted in TE buffer to a final concentration of 5 mg/ml, prior to PCR amplification using Applied Biosystems "real time" version of the assay on the ABI Prism 7900 thermal-cycler. RT- PCR was done using Applied Biosystems Sybr green Master Mix 1x, primers 300 nM, 12.5 ng of cDNA in 12.5 μl of reaction volume; the reaction began with 10 minutes at 95°C, followed by 40 cycles of 15 seconds at 95°C and 45 seconds at 60°C.

PCR oligonucleotide primers were selected to specifically amplify fragments of selected human genes using the freely available Primer3 [49], and were synthesized in the in house facility; complete gene sequences were downloaded from GeneBank NCBI website and specificity of primers, whose sequence was designed in correspondence with the exon junctions conserved in all known alternative spliced forms, was checked using NCBI BLAST [50].

The analysis of RT-PCR output data followed the manufacturer-suggested ΔΔCt method, that provides the target gene expression value as unitless fold changes in the unknown sample compared to a calibrator sample; both unknown and calibrator sample target gene expressions are normalized by the relative expression of housekeeping genes (18S RNA gene, beta-actin, cyclophilin A, beta-glucoronidase).

The calibrator sample was obtained by reverse-transcription of a mix of the twelve human tissue RNA contained in the Clontech RNA Panel I and IV.

Statistical evaluation of treatment comparison has been performed by t-test analysis using Spotfire DecisionSite^® ^8.0 [51].

## Authors' contributions

RB performed analysis of the data, generated all the figures and drafted and finalized the manuscript. GL prepared the samples and helped with microarray experiment, conducted and analyzed the RT-PCR data and contributed to the general organization of the experiment. SH assisted with the microarray experiment that generated the data and contributed to the pathway analysis, discussion and manuscript revisions. ES performed pathway analysis and contributed to discussion. LS helped with analysis, read the manuscript and provided comments. CM helped with experiment planning and actively contributed to discussion. RC helped with data analysis and wrote scripts for data parsing, providing overall technical guidance and coordination. AI planned and designed the experiment. RC and AI supervised and coordinated the project and assisted with the interpretation. All authors have read and approved the manuscript.

## Supplementary Material

Additional File 1 **RT-PCR validation of selected genes**. RT-PCR validation of selected genes. Fold Change values are reported. Click here for file

Additional File 2 **Themes enrichment detected using IPA 3.1 software (Ingenuity^® ^Systems)**. Themes enrichment detected using IPA 3.1 software (Ingenuity^® ^Systems). Click here for file

## Figures and Tables

**Figure 1:**
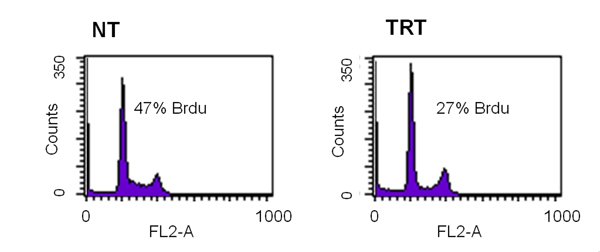
**FACS analysis**. A2780 cells were left untreated (NT) or treated for 6 hours with a cell cycle inhibitor (TRT). BrdU was added 30 min before harvesting and samples were processed for cell cycle analysis and BrdU incorporation analysis.

**Figure 2:**
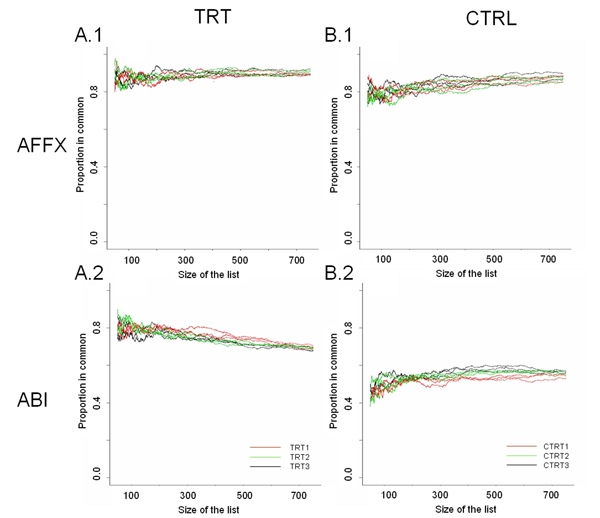
**Intraplatform reproducibility**. The descriptive CAT (Correspondence At the Top) plots [9] were used to evaluate the array-to-array precision within each microarray platform for the three replicates. CAT Plots describe the proportion of genes in common between replicates as function of list size. To generate CAT Plots on treated samples we used the lists of genes ranked by |log_2_(fold change)| created by each of the treated samples (TRT) versus a reference, which is one of the control samples (CTRL), both for AFFX (A.1) and ABI (A.2). Similarly we calculated CAT Plots for CTRL samples using one of the TRTs as reference for AFFX (B.1) and ABI (B.2).

**Figure 3:**
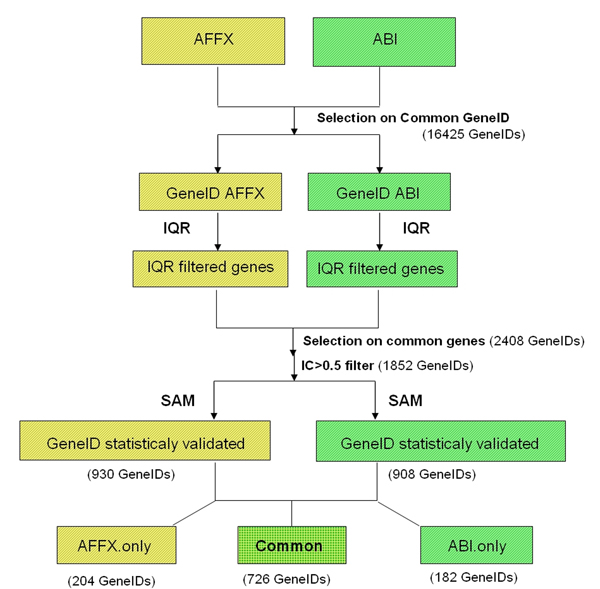
**Microarray analysis Pipeline**. Microarray analysis pipeline applied to AFFX and ABI data to identify lists of differentially expressed genes.

**Figure 4:**
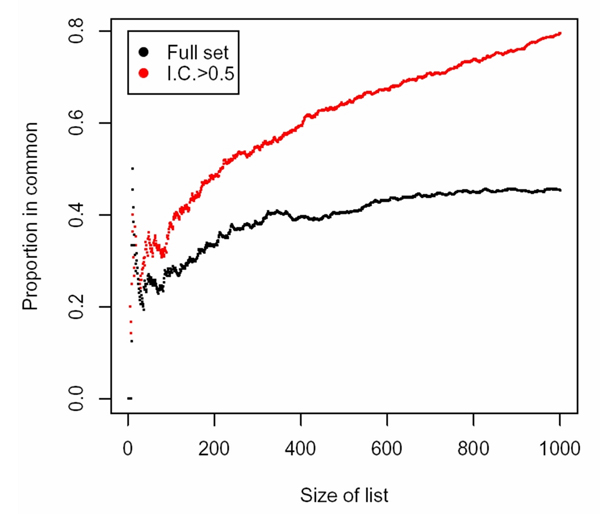
**Interplatform agreement**. The descriptive CAT (Correspondence At the Top) plots [9] were used to evaluate interplatform agreement. The Correspondence at the top was evaluated for AFFX and ABI using the full set of genes after the IQR filtering step (black line) or after the IC filtering step (red line). For each of the two platforms average |log2 (Fold Change)|, calculated between treatment vs. control group, was used to generate CAT Plots.

**Figure 5:**
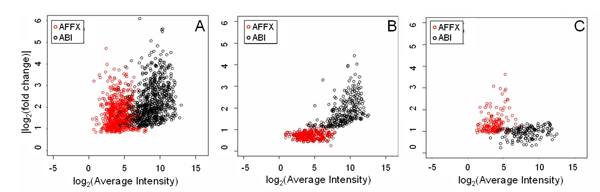
**Genes found differentially expressed using AFFX and ABI**. A) Set of 726 genes passing SAM statistical validation both in AFFX and ABI, B) Set of 182 genes passing SAM statistical validation only in ABI, C) Set of 204 genes passing SAM statistical validation only in AFFX. AFFX data are reported in red, ABI in black. The lack of statistical significance in one of the platforms (B, C) is also associated with a limited log_2_(Fold Change) variation. On the other hand, log_2_(Fold Change) variation for genes passing the statistical validation in both platforms (A) is quite similar, although ABI seems to have wider log_2_(Fold Change) dynamic range.

How the deposited data were processed for this re-analysis (not part of the article)

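Gene expression was measured in A2780 cells, untreated or exposed for 6 hours to 3 µM of the cell cycle inhibitor, on 3 AFFX and 3 ABI arrays per condition. The arrays are technical replicates of 1 RNA pool per condition, and samples were grouped by condition alone. On AFFX the authors deposited log2 values, made from probe set intensities by RMA with quantile normalization (its version is not stated). On ABI the authors deposited linear chemiluminescence intensities after global median normalization, on a scale that is not stated and without detection flags. The differences of group means match the log2 of the array folds in the paper's Additional File 1 for 43 of 44 genes on AFFX and 42 of 45 on ABI, within the replicate SD, which fixes the log base of the first and the linear scale of the second.

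AFFX values were used as they were, and ABI intensities were turned to log2. The 62 AFFX control probe sets were set aside. Of the AFFX probe sets tested, 41091 stand for 1 gene, 1801 for several and 11721 for none, and of the ABI probes 21089, 563 and 11444. Probes with no gene or several genes entered the adjustment of p-values but no count of genes. Gene names and Entrez Gene IDs came from the platform annotation, and no genome positions were used. For the 10523 genes with several AFFX probe sets and the 3188 with several ABI probes, the probe with the lowest p in an equal-variance t-test was taken, as the paper describes. The same arrays serve this choice and the tests, so folds of such genes lean towards larger values.

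Treated and control arrays were compared on each platform with limma 3.58.1 in R 4.3.3, unpaired, with Benjamini-Hochberg adjustment over all probes other than controls. A call needed an adjusted p under 0.05 and a change of at least 1.5-fold. The difference of the 2 platforms' changes was tested as an interaction in limma. The paper's steps were then followed on the shared genes: an interquartile range of at least 0.4 over the 6 arrays of each platform, an integrative correlation (IC) above 0.5, and SAM on the remaining genes. The methods speak of selecting an interquartile range under the limit, which was read as the rule for removal. They also speak of a blocked SAM without naming the block, and SAM was run here without one, with the replicate number as a block among the alternatives. SAM and IC were written for this purpose from their published descriptions. SAM used all 20 permutations, the coefficient-of-variation rule for its constant s0, the estimated share of unchanged genes, and a median false number of at most 0.3. CAT lists were ranked by absolute log2(Fold Change), and R squared was the squared Pearson correlation of log2 signals.

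The genes named in the text were fixed by rule before the data were examined. They are the genes of Additional File 1 (whose values had been seen in the paper), the 10 largest falls and 10 largest rises among genes called alike on both platforms, up to 4 genes per list called alike on both platforms, up to 5 genes called in opposite directions, and a fixed set of cyclins, CDKs, CDK inhibitors and reference genes. The text says where a gene outside the rule was chosen after its values were seen. The 20 gene lists were also written before: G1/S and E2F targets, DNA replication, G2/M and mitosis, CDK inhibitors and D-type cyclins, DNA repair, p53 targets, immediate early and short-lived mRNAs, apoptosis, RNA polymerase II, RNA polymerases I and III, splicing, histones, ribosomal proteins, oxidative phosphorylation, glycolysis, cholesterol synthesis, heat shock and unfolded protein response, ubiquitin ligases, and leukocyte and fibroblast or endothelial markers. Lists were tested with camera at its preset correlation of 0.01 and with an estimated correlation, and among SAM genes with a 1-sided Fisher's exact test. The pathway software of the paper was not used here.

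Alternatives to each choice were tried, 1 at a time: the replicate number as a block, other scalings of the arrays, a filter on dim probes, another choice of probe, other thresholds, the methods' t-test, other settings of IC and SAM, and each array left out in turn. An exception was a SAM run that took all genes as unchanged and also used the mean false number. The steps of limma with its interaction, the choice of probe, SAM, IC, CAT and camera were tested on simulated data built from the real arrays. There, SAM called 100% of genes changed 4-fold on AFFX and 37.5% on ABI, and limma called 86% of probe sets changed 2-fold and 100% changed 4-fold on AFFX, and 12% and 48% on ABI. When 20% of the probes were changed, the limma shares were 99.2%, 100%, 54.1% and 81.7%. SAM was not run at that setting. The genes given to SAM had an estimated unchanged share of only 0.00201 on AFFX and 0.0381 on ABI. The simulated SAM rates may not carry over to them. The spread between ABI arrays thus limits the precision on that platform, above all for changes of 2-fold or less, and no detection flags were used here to set background apart. The cell cycle profiles, the RT-PCR cycles and the sequence features of the probes were not analysed here.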

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

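The tests on the ABI replicate lists and the test on pairs of the same sign were chosen after the patterns they concern had been seen, though before their own outcomes were. The tests on falls and rises and the random pairing of genes were set beforehand.

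A difference between the platforms drew attention to 57 genes that were called in opposite directions. All 57 also passed the limma interaction of platform and treatment, which adds little, since genes chosen for opposite calls differ between platforms by selection. Of these, 35 were lower on AFFX and higher on ABI, and 22 the reverse, where 219 opposite calls would be expected from independent lists. The interaction itself passed for 2445 of 16186 genes. The change on ABI minus the change on AFFX was -2.908 for SP3, -2.597 for ANKRD11 (1.30 on AFFX, -1.30 on ABI), 3.275 for KLHL14 (of uncertain size, with an ABI control signal under the median of leukocyte markers), 2.657 for TXLNA (-1.16 on AFFX) and 2.247 for ZNF280B (-1.14 and 1.11). Of the 6 AFFX probe sets of ANKRD11, 1 was higher and 2 were lower, and SP3 also has AFFX probe sets called in both directions.

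A signal in data outside the paper's shared genes was found in genes measured on 1 platform alone, which the paper does not discuss. On AFFX 329 such genes were called, 255 lower and 74 higher, of 3591. The largest falls, chosen after their values were seen, were those of the zinc finger genes ZNF322 (-2.90, standard error 0.109) and ZNF709 (-2.75). On ABI 172 such genes were called, 73 lower and 99 higher, of 1006, led by ANKRD18CP (-5.61, standard error 0.378, an uncertain size since its treated signal of -1.78 lies under the median of leukocyte markers) and MAB21L1 (-3.66). Among probes without a gene, 635 were called on AFFX, 435 lower and 200 higher, and 1824 on ABI, 504 lower and 1320 higher. On ABI, lower calls thus make up 27.6% of calls without a gene, against 71.5% of calls among shared genes.

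Falls outnumbered rises on both platforms, with 85.9% of called shared genes lower on AFFX and 71.5% on ABI. The tables argue against array offsets, since with each array centred on its median the smaller share was 67% (ABI). They argue against dim probes, since over probes at or above the 40th percentile the smaller share was 70.2% (ABI). Poorer RNA stays undecided. The 3' minus 5' signal on AFFX was higher in treated arrays, by 0.104 for ACTB (control SD 0.0886) and 0.0365 for GAPDH (exact permutation test, p = 0.2 and 0.3). With 3 arrays against 3 that test gives no p under 0.1, so it cannot decide. The immediate early and short-lived mRNAs lay at percentile 0.01 of 10000 random lists matched on signal, the smallest possible, with medians of -0.93 and -1.07 (-0.61 on AFFX with the probe set of highest mean) where the lowest random lists had -0.23 and -0.58. Random lists leave out the correlation between genes, and with an estimated correlation the list did not pass (camera, adjusted p = 0.277 on AFFX and 0.0666 on ABI). A candidate explanation is lower transcription, which would deplete short-lived mRNAs first, and it is a hypothesis since mRNA decay was not measured. The share itself depends on the scaling: after quantile normalization it was 61.2% on ABI. With no fold limit, over all genes on AFFX and not the shared genes alone, only 39.7% of calls were lower.

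The correlation between platforms rose from 0.727 to 0.841 with the IC filter. Pairing genes at random decides nothing about selection by the filter, since 0 genes passed it in any shuffle. Random pairs of the genes left by the IQR filter, restricted to the same sign of change, had a correlation of 0.447, so part of the correlation may come from keeping genes that move the same way, whichever genes they are. The rest, up to 0.841, is not accounted for by that restriction. No biological explanation was tested.

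ABI lists of treated arrays agreed less than ABI lists of control arrays, by 0.239 at 300 probes, while the gap on AFFX was 0.0804. The gap was 0.236 with arrays centred on their medians, 0.256 over probes at or above the 40th percentile and 0.226 with a sixteenth of the median signal added before the log2. These values argue against array offsets, dim probes and the spread of low signals on the log scale as the whole source. With separate reference arrays the agreement is 0.448 for either group by construction, so the gap is seen only where lists share a reference array, and that value decides nothing about which group's spread makes it. The replicate SD had a higher median in treated than in control arrays, at 0.298 against 0.261 on ABI. On AFFX it was 0.113 against 0.0976. Whether this difference makes the gap was not tested, so its source stays open, and no biological explanation was tested.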

How the results depend on the processing

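The alternatives were set beforehand, apart from 3 chosen after the values were seen: SAM with all genes taken as unchanged (pi0 of 1), the same with the mean false number, and AFFX arrays centred on the hybridisation controls. Unless a reason is given, the cause was not tested.

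The count of differentially expressed genes stayed within 1.5 times its value on AFFX (3297) under all alternatives except the fold limits, with 10853 genes without one (39.7% lower) and 1651 at 2-fold (98.1% lower), as the construction of the limits implies. Added centring on the hybridisation controls gave 4867. On ABI (3631) the count was 5678 with arrays centred on the ribosomal protein genes and 2223 at 2-fold. Genes called in the same direction on both platforms (1766) numbered 2761 with that centring, 2975 without a fold limit and 1025 at 2-fold. Centring on the ribosomal protein genes lowered the median of all probes by 0.23 on AFFX and 0.61 on ABI, and centring on the hybridisation controls moved it by -0.365 on AFFX, so changes are relative to the scale chosen. The split of higher and lower genes was 493 and 2804 on AFFX as reported, 1042 and 2540 after quantile normalization, 47 and 3889 with the ribosomal protein genes and 29 and 4838 with the hybridisation controls. On ABI it was 1085 and 2546 as reported, 1469 and 2208 after quantile normalization and 71 and 5607 with the ribosomal protein genes. With 1 array left out, 393 to 808 genes were higher on AFFX (808 without control replicate 3) and 313 to 584 on ABI (313 without control replicate 2). Genes higher on both platforms (68) numbered 6 with the replicate block, 212 after quantile normalization and 2 with the ribosomal protein genes.

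The replicate numbers do not pair the samples: arrays of the same number correlated in their deviations with 0.0746, 0.00403 and 0.327 on AFFX and 0.0342, -0.00667 and 0.0717 on ABI, and not every array correlated best with its own number. With the replicate number as a block, 3298 genes were called on AFFX, 1673 on ABI and 1235 in the same direction on both. The named genes kept their side of the thresholds on AFFX, and 25 lost the call on ABI. Among gene lists, histones on AFFX (adjusted p = 0.0449) and glycolysis on ABI (adjusted p = 0.0457) gained the camera threshold with the block, and no other list changed.

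With each array left out in turn, the counts ranged from 3154 to 3694 on AFFX, 2061 to 2707 on ABI, 1358 to 1833 for both, 3285 to 3832 after the IQR filter and 2773 to 3096 after IC. On ABI the count was 2394 without control replicate 1, 2061 without control replicate 2, 2297 without control replicate 3 and 2379 without treated replicate 2, each with fewer arrays. The correlations ranged from 0.639 to 0.659 (all shared genes), 0.71 to 0.737 (IQR) and 0.824 to 0.849 (IC), SAM lists from 2221 to 2794 on AFFX, 1433 to 1980 on ABI and 1432 to 1979 on both, and the ratio of ABI to AFFX changes from 1.33 to 1.47. SAM genes on AFFX alone numbered 1327 without AFFX control replicate 1, 815 without ABI control replicate 1 and 296 without ABI control replicate 3.

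The correlation over all shared genes was 0.627 after quantile normalization, 0.715 without dim probes and 0.498 by Spearman. After the IQR filter it was 0.75 with the probe of highest mean, 0.746 after quantile normalization and 0.67 with an IQR limit of 0.5. After IC it was 0.862, 0.772 and 0.826 with quantile normalization, the IQR limit of 0.5 and a Spearman IC. Under each alternative tried for all 3, it rose from step to step. The counts of genes after IQR and IC stayed within 1.5 times under all alternatives.

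SAM lists on ABI and on both held 155 and 152 genes with the mean false number and 979 and 964 without the IC filter. With pi0 of 1 they held 1119 and 1113, and with the mean false number as well 6 on AFFX, 6 on ABI and 2 on both. The list lengths on ABI thus rest on the estimated share of unchanged genes and on the median, which ignores permutations with many false calls. The near absence of rises rests in part on s0: with an s0 of 0, 77.3% of the AFFX list and 88.3% of the ABI list were lower, and by limma among the same genes 77% and 81.4%. It was 78.2% of the AFFX list without AFFX control replicate 1 and 87.9% without AFFX treated replicate 3.

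CAT agreement with separate reference arrays was 0.751 on AFFX and 0.448 on ABI for either group, and with no treatment effect 0.167 (control) and 0.146 (treated) on AFFX and 0.2 and 0.163 on ABI. Without dim probes ABI control and treated lists had 0.779 and 0.523, and with a sixteenth of the median signal added 0.79 and 0.565. Between platforms the probe of highest mean gave 55%, 63.1% and 69.1% at 400, 700 and 1000 genes after IQR and 57.8%, 65.9% and 73.2% after IC. R squared for AFFX control, AFFX treated, ABI control and ABI treated arrays was 0.997, 0.997, 0.985 and 0.984 on the linear scale and 0.99, 0.986, 0.961 and 0.956 without dim probes.

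The correlation with the paper's RT-PCR on AFFX was 0.536 with the probe of highest mean and, by the paper's classes, 0.575 for common genes, 0.193 for AFFX genes and 0.661 for ABI genes. On ABI it was 0.82, -0.212 and 0.892. Within the AFFX genes the sign on ABI was thus negative by Pearson, while Spearman gave -0.00245, close to 0 (0.392 on AFFX). With an estimated correlation camera put 0 lists past the threshold on AFFX and 0 on ABI, where 1 and 2 have an unadjusted p under 0.05. With arrays centred on the ribosomal protein genes, splicing factors on ABI had a median of -0.586. With all genes after IQR as background, 4 lists were over-represented among the common SAM genes in place of 2, G2/M and mitosis, immediate early genes, DNA replication and RNA polymerase II.

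Single genes reversed in a few cases, where the probe that stands for the gene is chosen anew under each setting. On AFFX the probe of highest mean gave -0.153 for FNDC3B, 0.294 for RAD52, -1.275 for SP3 and -1.119 for ANKRD11. Centring on the ribosomal protein genes gave -1.3 for MALAT1, -1.112 for FNDC3B, -1.507 for SP3 and -0.962 for ANKRD11 on AFFX and -0.586 for CDK2 on ABI. With an array left out, the values that moved most were -1.392 for SP3 and -0.696 for ANKRD11 on AFFX and -1.013 for DDX6 on ABI. Of the named genes on AFFX, 134 were the same in direction and side of the threshold with ribosomal centring and 130 under every array left out, and with the probe of highest mean 13 lost the call and 1 gained it. On ABI 122 and 120 were the same with the first settings, and 1 lost the call with the probe of highest mean. Of the 20 gene lists, 17 on AFFX and 19 on ABI were the same with that probe, and 15 and 17 with ribosomal centring.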

Differences from the paper's values

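The count of SAM genes depends on thresholds that the paper states in part, so SAM counts stand beside the paper's at its false number of 0.3, with the permutation scheme unpaired. The correlation over all shared genes was 0.662, against 0.53 in the paper. It was 0.727 after the IQR filter, against the paper's 0.68, and 0.841 after IC, against the paper's 0.80. None of the alternatives set before the data were examined comes within the replicate SD of the paper's 3 values, and the nearest were 0.498 by Spearman, 0.67 with an IQR limit of 0.5 and 0.824 without AFFX control replicate 2. Single pairs of arrays of the same number, with 1 array per group and platform, gave 0.545 to 0.566, 0.662 to 0.68 and 0.777 to 0.797, and so reach the paper's values after IQR and after IC within the SD over these pairs.

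IC was above 0.5 for 2991 genes, against the paper's 1852. Of the alternatives set before the data were examined, those within 1.5 times of the paper's count were the probe of highest mean (2572), no dim probes (2737), without AFFX control replicate 2 (2773), an IQR limit of 0.5 (2190), an IC limit of 0.7 (2669) and a Spearman IC (2679). Quantile normalization (3049) and leaving out any other array (2800 to 3096) were not.

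SAM selected 2310 genes on AFFX, against the paper's 930, and none of the alternatives is within 1.5 times of that. On ABI it selected 1801, against the paper's 908, where only the run without the IC filter (979) among those set before the data were examined comes within range. That run leaves out 21 of the 47 genes that the paper's Additional File 1 gives as selected on ABI, against 7 here. The run with pi0 of 1 (1119), chosen after seeing the values, also comes within range and leaves out 14 of the 47. Both platforms shared 1800 genes, against the paper's 726, and again only the run without the IC filter (964) comes within range. AFFX alone had 510 genes, against the paper's 204, with only the run without ABI control replicate 3 (296) within range. ABI alone had 1 gene, against the paper's 182, and no alternative came near (0 to 13). In the reported run the AFFX list took 2295 of the 2298 genes kept by IC that fell on both platforms by sign. The ABI list held falls only, so few genes could be on it alone. The count therefore cannot decide on the paper's group.

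The genes of Additional File 1 that the paper selected on ABI and SAM did not select here are HMGXB4, JAK2, PAX1, PTRH2, TAF15, TNP2 and YBX2. TAF15 alone of these was tested by SAM: HMGXB4 and PTRH2 have no ABI probe in the annotation used, and JAK2, PAX1, TNP2 and YBX2 did not pass the IQR filter. On AFFX they are HMGXB4, PTRH2 and YBX2, none of them tested by SAM. JAK2 was selected with the probe of highest mean and without AFFX treated replicate 3, and TAF15 on ABI with an s0 of 0 and by limma among the same genes. By limma over all probes, JAK2, PAX1, TAF15, TNP2 and YBX2 were called on ABI.

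The agreement of the platforms over the first 1000 genes after the IQR filter was 64.6%, against a top value of 40 percent in the paper, and neither the same-sign count (64.5%) nor the probe of highest mean (69.1%) comes within range. The lists of 300 from ABI treated arrays agreed by 0.49, where the paper shows about 0.76 in Fig. 2, read by eye. Without dim probes (0.523) and with a sixteenth of the median signal added (0.565) the value is within 1.5 times of the paper's, and with separate references (0.448) or no treatment effect (0.163) it is not. The lists from ABI control arrays, at 0.729, lie nearer to that value.

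Array folds of Additional File 1 were turned to log2 for comparison. For WEE1 on AFFX the value was -1.919, against the paper's -2.907, and the probe of highest mean gives -2.907, while centring on the ribosomal protein genes (-2.151), the block and leaving out an array (-1.875) do not reach it. For MAP3K3 on ABI it was -1.105, against the paper's -1.546, and centring on the ribosomal protein genes (-1.716) comes within the replicate SD, while the probe of highest mean, the block and leaving out an array (-0.961) do not. Another ABI probe of MAP3K3 has -1.546, with an adjusted p of 0.074 from limma. For PAX1 on ABI it was 1.444, against the paper's 1.7, and none of the alternatives (0.834 to 1.444) comes within range. For NSD1 on ABI it was -1.926, against the paper's -1.664, and none of the alternatives (-2.537 to -1.872) comes within range, while another ABI probe of NSD1 has -1.664.

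Some statements of the paper run in another direction here. The paper finds the ABI lists of control arrays less consistent than those of treated arrays, and here control lists agreed more, with 0.729 against 0.49 on ABI and 0.872 against 0.792 on AFFX. The paper gives a lower limit for R squared between AFFX replicates, and 2 pairs of treated arrays lie under it, at 0.9878 and 0.9896, while the 3 pairs of control arrays (0.9926 to 0.9945) lie above it. On the linear scale all AFFX pairs lie above it (lowest 0.9954). Of the ABI pairs, 2 of treated arrays (0.9399) lie just under the paper's limit for that platform, and none on the linear scale (lowest 0.9785). The paper finds biological themes in the genes found on 1 platform alone. Here no gene list was over-represented among the genes on the AFFX list alone, with other lists than those of the paper's software. The lowest adjusted p in Fisher's exact test was 0.515 among the genes with IC above 0.5, and 0.39 among all genes left by the IQR filter. The paper finds a sizeable group of genes on ABI alone, and here GPATCH3 was the only one, where the AFFX list left room for few. The paper's ABI intensities lie on another scale than the values used here, so the ranges were compared by width alone.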

Other observations

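In 3 further gene lists most calls were falls. Of the p53 target genes, 11 of 27 were lower on AFFX and 13 of 27 on ABI (11 and 14 when adjusted over the list alone), among them the phosphatase PPM1D with a log2(Fold Change) of -1.98 (standard error 0.0894) and -2.51 (standard error 0.156) (3 arrays per group) and BTG1, an antiproliferative gene, with -0.72 (standard error 0.0914) and -2.20 (standard error 0.573). MDM2 was higher on AFFX (0.87) by 1 of 10 probe sets, while 2 brighter ones were lower (-1.109 and -1.312), and its 2 ABI probes were called in both directions (3.395 and -1.148). For this list the median was -0.39 on AFFX and -0.69 on ABI (camera, adjusted p = 0.00116 and 0.000213; adjusted p = 0.39 and 0.25 with an estimated correlation). Of the apoptosis genes, 8 of 32 were lower on AFFX and 8 of 31 on ABI (8 and 9 when adjusted over the list alone), including the initiator caspase CASP8 with -0.90 (standard error 0.12) and -1.46 (standard error 0.284), while BIK was higher on ABI. For apoptosis the median was -0.24 on AFFX and -0.28 on ABI (camera, adjusted p = 0.0444 and 0.158; adjusted p = 0.39 and 0.532 with an estimated correlation), and the AFFX median turned to 0.08 after quantile normalization. With the probe set of highest mean it was -0.03 on AFFX, and the camera call there was lost both with that choice and with arrays centred on the ribosomal protein genes. Of the ubiquitin ligases and genes of cell cycle proteolysis, 9 of 29 were lower on AFFX and 9 of 30 on ABI (9 and 9 when adjusted over the list alone), such as FBXO5, an inhibitor of the anaphase promoting complex, with -2.56 (standard error 0.0889) and -2.50 (standard error 0.216), and SKP1 was higher on ABI. Here the median was -0.36 on AFFX and -0.28 on ABI (camera, adjusted p = 0.00905 and 0.0242; adjusted p = 0.534 and 0.483 with an estimated correlation), with -0.22 on AFFX for the probe set of highest mean.

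Among histone genes most calls were rises under the reported scaling. Of these, 4 of 13 were higher on AFFX and 8 of 18 on ABI (4 and 8 when adjusted over the list alone), with H2BC5 at 0.67 (standard error 0.0776) and 0.90 (standard error 0.123) and H2BC6 at 0.69 (standard error 0.0817) and 0.66 (standard error 0.158). H1-2 and MACROH2A1 were the others higher on AFFX, and H2AX was lower on both platforms (-0.68 and -0.76). For the list the median was 0.38 on AFFX and 0.61 on ABI (camera, adjusted p = 0.0526 and 0.000213; adjusted p = 0.518 and 0.25 with an estimated correlation). The median turned to -0.13 on AFFX with arrays centred on the hybridisation controls and lay at 0 (-0.000149) on ABI with the ribosomal protein genes as the centre. On AFFX the list passed camera with the probe set of highest mean and with arrays centred on the ribosomal protein genes. With that centring 0 histone genes were higher and 2 lower on AFFX, and 1 was higher and 1 lower on ABI. With the hybridisation controls as the centre, 0 were higher and 2 lower on AFFX. Genes of this paragraph, the one before and the next that lie outside the rule for named genes were chosen after their values were seen.

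In other lists some genes fell while the list as a whole did not pass camera as reported. Of the heat shock and unfolded protein response genes, 8 of 29 were lower on AFFX and 8 of 31 on ABI (8 and 8 when adjusted over the list alone), among them DNAJB9 with -3.13 (standard error 0.139) and -3.43 (standard error 0.157), and ATF4 and HSP90B1 were higher on ABI. Here the median was 0.09 on AFFX and 0.04 on ABI (camera, adjusted p = 0.111 and 0.437; adjusted p = 0.642 and 0.753 with an estimated correlation), while the means were -0.60 and -0.59, of the opposite sign. Of the splicing factors, 15 of 52 were lower on AFFX and 7 of 51 on ABI (15 and 7 when adjusted over the list alone), such as RBM5 with -2.58 (standard error 0.0872) and -3.30 (standard error 0.116), and SF3B3, HNRNPC, SRSF1 (by 1 probe set, with another lower) and SNRPA1 were higher on AFFX and SNRPF on ABI. For splicing the median was 0.16 on AFFX and 0.03 on ABI (camera, adjusted p = 0.251 and 0.75; adjusted p = 0.795 and 0.921 with an estimated correlation), and the means were -0.29 and -0.13, so that on ABI camera's upward direction differs in sign from the mean. Of the glycolysis genes, ENO1, HK2, PFKFB3, PFKFB4 and PKM were lower on AFFX and PFKFB3 on ABI, where ALDOA and GPI were higher (the same when adjusted over the list alone). The glycolysis medians were 0.13 and 0.38 (camera, adjusted p = 0.939 and 0.0523), with a mean of -0.08 on AFFX. Of the cholesterol synthesis genes, INSIG1 and SQLE were lower and PMVK higher on AFFX, and IDI1, HSD17B7, SQLE and SREBF1 were lower and EBP higher on ABI (the same when adjusted over the list alone). The cholesterol medians were 0.09 and -0.25 (camera, adjusted p = 0.731 and 0.221), with a mean of -0.07 on AFFX. The sign of the median turned for heat shock genes with quantile normalization and ribosomal centring on both platforms, for splicing with ribosomal centring on both and quantile normalization on ABI, for glycolysis with ribosomal centring on both, and for cholesterol on AFFX with median and ribosomal centring. With AFFX arrays centred on the hybridisation controls it turned for all 4. Some of these lists passed camera under other settings. Heat shock genes passed downward with the probe set of highest mean on AFFX and with ribosomal centring on both platforms. Splicing and cholesterol passed downward on ABI with ribosomal centring, and glycolysis upward on ABI with the probe of highest mean. With ribosomal centring on ABI, 26 splicing factors were lower, against 7 as reported, beside 14 heat shock, 11 cholesterol and 3 glycolysis genes.

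Of the CDK inhibitors and D-type cyclins, CDKN1A and CDKN1B were lower and CCND2 higher on AFFX, and CDKN1A, CDKN1B and CDKN2D were lower on ABI (1 more when adjusted over the list alone on ABI). Their medians were 0.12 and 0.30 and their means -0.16 and -0.22, of the opposite sign (camera, adjusted p = 0.823 and 0.916), and centring on the ribosomal protein genes turned both medians, as did the hybridisation controls on AFFX and quantile normalization on ABI. Of the leukocyte markers, FCER1G, HLA-DRA and NKG7 were higher on ABI, where the median was 0.33 (camera, adjusted p = 0.243) and turned with centring on the ribosomal protein genes and with the probe of highest mean. Of the fibroblast and endothelial markers, CLDN5 was higher and COL1A2 and COL3A1 lower on AFFX, and COL1A1 and ACTA2 were higher and FAP and PDGFRA lower on ABI, with medians of 0.31 and 0.19 (camera, adjusted p = 0.167 and 0.219). The AFFX median was 0.16 with the probe set of highest mean. These medians, too, turned with centring on the ribosomal protein genes and, on AFFX, on the hybridisation controls. Counts of both marker lists were the same when adjusted over the list alone, and genes outside the rule were chosen here after their values were seen.

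Each comparison was repeated with every split of the 6 arrays of a platform into 3 and 3. The real split called 3297 genes on AFFX and 3631 on ABI with limma, and the highest of the other splits was 0 on each. At an unadjusted p under 0.05 with the fold limit, limma gave 3298 and 4880 genes in the real split and at most 41 and 785 in the others. For each platform 1 of 10 splits, the real one, called as many, and 10 are too few for a share under 0.05. For genes called alike on both platforms, 1 of 100 joint splits, the real one with 1766 genes, gave as many, and the highest of the others was 0. This 0 follows from the other splits of each platform, which called no gene, so the joint splits add nothing to the 10 splits of each. SAM selected 2310 genes on AFFX, as many in 1 of 10 splits, with 1071 as the highest of the others. On ABI it selected 1801, and 3 of 10 splits gave as many, with 1944 as the highest of the others. Camera put 13 lists past its threshold on AFFX and 12 on ABI, each as many in 1 of 10 splits, with 12 and 9 as the highest of the others. Again 10 splits are too few for a share under 0.05. Camera at its preset correlation thus also passes many lists in splits that mix the groups, and no split was run with an estimated correlation.

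A hypothesis for the lower agreement of ABI lists of treated arrays was that genes that fall to low signals on the treated arrays add noise there. It was tested after the gap was seen, over the 18149 probes whose lower group mean was at or above the 40th percentile. The agreement was 0.84 for control and 0.657 for treated arrays, a gap of 0.183, so that such genes are not the whole source of it.

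Probes of 1 gene did not always move alike. Of the 1698 genes lower on both platforms, 1125 have several AFFX probe sets and 28 of them 1 or more called higher. Of the same genes 364 have several ABI probes, and 8 of them 1 or more called higher. Of the 68 genes higher on both, 35 and 22 have several probes, and 4 and 1 of them a probe called lower.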
